# ZMAT3 alleviates cell death in Fanconi anemia via adaptation of sphingolipid metabolism

**DOI:** 10.1126/sciadv.aeb6444

**Published:** 2026-07-31

**Authors:** Maeva Loock, Blandine Lucchini, Emmanuelle Latour, Margot Tissandier, Marie Lhomme, Maharajah Ponnaiah, Lucie Hernandez, Loic Maillard, Jean Soulier, Olivier Bluteau, Camille Lobry, Marie-Laure Arcangeli, Wilfried Le Goff, Dominique Bluteau

## Abstract

Fanconi anemia (FA) is characterized by defective DNA repair and chronic p53 activation, predisposing to acute myeloid leukemia through persistent genomic instability. The molecular adaptations enabling cell survival under chronic stress remain poorly understood. This study investigates the role of ZMAT3, a p53 responsive RNA binding protein overexpressed in FA deficient cells, to elucidate its role in cellular adaptation. Using FA patient fibroblasts and *Fancg* KO mouse models, we launched transcriptomic profiling, lipidomic, and functional analyses. RNA-seq and lipidomic analyses revealed unexpected alterations in sphingolipid metabolism upon ZMAT3 depletion, linked to ceramide accumulation and downregulation of ASAH1 (acid ceramidase). Functionally, ZMAT3 depletion increased DNA damage and enhanced ferroptosis susceptibility, an iron dependent cell death mechanism. Mechanistically, our results showed that ZMAT3 promotes ASAH1 expression, limits ceramide accumulation and protects cells from ferroptosis induced death which could participate to preleukemic clonal evolution and pointing to areas for further exploration in FA-associated malignancies.

## INTRODUCTION

*ZMAT3* encodes an RNA-binding protein that is transcriptionally activated by p53 (*1*, *2*) and upregulated in response to various cellular stresses, including genomic instability (*3*) and oxidative stress (*4*). ZMAT3 serves as a positive regulator of p53, thereby establishing a molecular connection between pathways involved in cell senescence, cell cycle, metabolism and insulin resistance in adipose tissue (*5*–*7*). Moreover, integrative analysis of ZMAT3 RNA-binding profile and transcriptomic patterns has unveiled its role on exon inclusion within coding transcripts of diverse functionalities such as splicing regulators and components of numerous cellular processes mediated by the p53 pathway (*8*). Although *ZMAT3* has been identified as a p53-responsive gene, its functional role in cellular physiology remains poorly defined. Emerging evidence indicates that ZMAT3 may act either as a tumor suppressor (*8*, *9*) or as an oncogene (*10*–*12*) depending on cellular context, genetic background and co-occurring molecular alterations. This duality is further highlighted by reports of increased ZMAT3 expression in various malignancies (*13*), including acute myeloid leukemia (AML) (*14*), in which its role remains to be understood.

Fanconi anemia (FA), the most common inherited bone marrow failure syndrome (BMF), offers a model to study early leukemogenesis (*15*). FA arises from biallelic mutations in any of 23 genes essential for interstrand crosslink (ICL) repair (*16*) and genome stability (*16*). FA is characterized by early hematopoietic stem progenitor cell (HSPC) loss, cytopenia and chromosomal instability, creating an environment conducive to clonal evolution and progression to myelodysplastic syndrome (MDS) and AML. FA HSPCs experience chronic stress with persistent p53 activation and apoptosis (*17*) driven by defective DNA repair, hypersensitivity to aldehyde (*18*, *19*), inflammatory cytokines (*20*, *21*), oxidative stress (*22*) and a hyperactive TGF-β pathway (*23*). This persistent genomic instability is thought to facilitate the accumulation of additional somatic mutations, progressively driving hematopoietic cells toward malignant transformation. We hypothesized that *TP53* alterations might underlie FA related leukemogenesis. However, genomic analyses across disease stages revealed only rare *TP53* mutations but frequent amplifications of *MDM2/MDM4*, key p53 inhibitors (*24*, *25*). Strikingly, 1q gain, harboring *MDM4*, emerged as the most frequent early oncogenic event (∼50% of MDS/AML cases). Cross-cancer analyses confirmed the dependence on MDM4 in *TP53* wild-type contexts, highlighting its importance as an alternative to p53 suppression during early tumor evolution (*26*). FA represents a unique constitutional model for studying chronic p53 activation and its downstream effects. This rare autosomal recessive genetic disorder, characterized by defects in ICL repair pathways, generates persistent genomic instability leading to chronic activation of p53 dependent signaling (*27*). These findings led us to investigate whether early dysregulation of p53 targets in FA cells might promote cell survival in a context of genomic instability, while potentially contributing to the creation of a cellular environment more prone to transformation.

To address how cells with DNA repair deficiencies achieve stress adaptation and undergo clonal selection, we implemented an integrative experimental approach encompassing cellular, molecular, and lipidomic methodologies. These combined investigations revealed a pivotal role of ZMAT3 in regulating cell fate plasticity through sphingolipids reprogramming, disclosing it as a potential determinant of clonal selection in FA deficient cells. These results highlight how lesser known p53 effectors can paradoxically support stressed cell survival while creating conditions that promote secondary oncogenic events in cancers retaining functional *TP53*.

## RESULTS

### ZMAT3 is upregulated in FA-deficient cells, and its depletion leads to alterations in both the transcriptomic and lipidomic profiles

We and others provide evidence that early adaptive changes occur in FA cells within the p53 pathway leading us to hypothesize that adaptation to p53 signaling may prime cells for oncogenic progression. To address this, we used an FA HSPC model to identify dysregulated p53 target genes, together with FANCD2-mutant fibroblasts to investigate their functional roles. First, we investigated the effects of FA pathway disruption in HSPCs from *Fancg^−/−^* (KO) mice. 

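LSK cells are the lineage-negative, Sca-1-positive and KIT-positive fraction of the bone marrow, which holds hematopoietic stem cells and multipotent progenitors. RNA was sequenced from LSK cells of 12 mice, 6 labelled WT and 6 labelled Fancg KO, with 1 library per mouse. Mature bone marrow cells were depleted, the remaining cells were stained for lineage markers, CD117 and Sca-1 and sorted, and mRNA was enriched before libraries were made with a CATS RNA-seq kit. The authors deposited 1 value per gene and library, called signal here. From its name and values it was taken as an estimated read count divided by a size factor of the library. The paper's text describes quantification with Kallisto on a human genome and differential expression with Sleuth, without saying whether this covers the mouse libraries, and names no mouse genome build or annotation. All 35999 gene names of the table were found in GENCODE annotation of GRCm38, from which positions are given.
Fancg lies on chromosome 4 from 43002343 to 43010506 (ENSMUSG00000028453.10) and is the gene targeted in the KO mice. Its signal was 10.3 ± 6.96 (SD, n = 6) in the libraries labelled WT, from 4.76 to 24.1, and 8.53 ± 4.18 (SD, n = 6) in the libraries labelled KO, from 4.46 to 14.5. The log2 fold change was -0.20 (two-sided exact permutation test, p = 0.636), and Fancg was higher in the library labelled KO in 3 of 6 same-numbered pairs (exact sign-flip test, p = 0.656). These values correspond to between 3.16 and 22.3 reads per library, and a difference of this size was not detectable at this depth. Fancg was above 0 in every library and did not separate the labels, so every direction given for these data is the direction between libraries labelled KO and libraries labelled WT.
The signal of a library summed to between 1603581 and 2672915 for the WT label (median 1798775) and to between 1576081 and 2246687 for the KO label (median 1868752), without a difference between the labels (two-sided exact permutation test of the log2 totals, p = 0.589). Low values piled up on multiples of 1 step per library, taken as what 1 read is worth, and the totals divided by this step came to between 1235110 and 2471413 reads. These read numbers are approximate, since between 12.5% and 13.1% of the values of a library were whole multiples of the step. Between 14206 and 16460 genes were above 0. The mitochondrial leucyl-tRNA synthetase gene Lars2 took between 15.6% and 36.2% of a library, and the 15 genes with the highest mean signal together took between 49.0% and 57.1% (exact permutation test between the labels, p = 0.370). The read numbers above include these 15 genes, so fewer reads were left for all others. Whether the signal given to Lars2 comes from its own transcript was not settled.

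**Figure D1:**
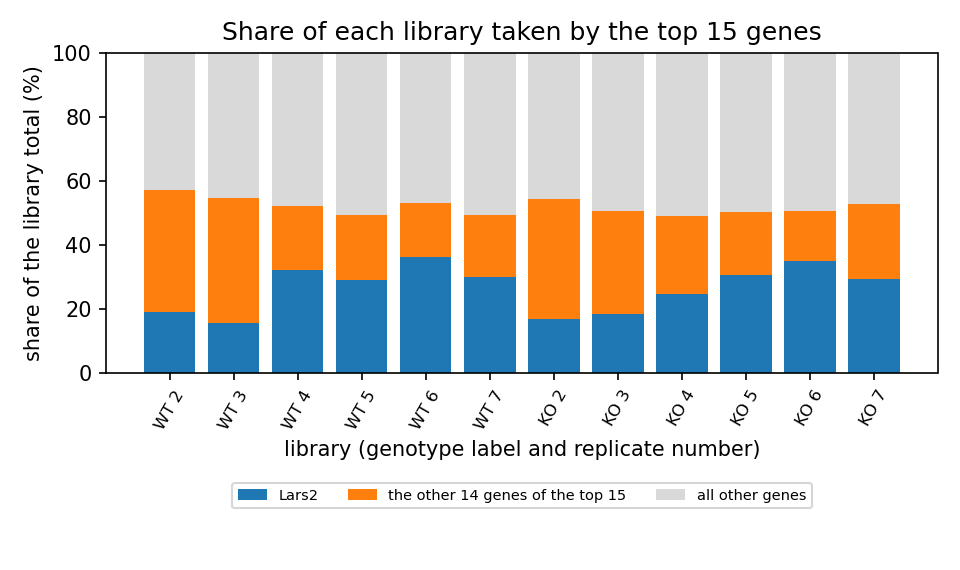
Share of the total signal (%, vertical axis) of each of the 12 libraries (horizontal axis, genotype label and replicate number) taken by Lars2 (blue), by the rest of the 15 genes with the highest mean signal (orange) and by all other genes (grey). The 15 genes together take between 49.0% and 57.1% of every library.

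Differences were tested with limma on log2(signal + 1) over the 8887 genes with a mean signal of at least 10, a scale that understates the change of low genes. The WT and KO libraries share the replicate numbers 2 to 7. Deviations of same-numbered libraries from their group means had a mean correlation of 0.20, so tests across genes are also given with the replicate number as a block. For libraries with different numbers it was -0.04, a value that centring on the group means largely fixes.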

Transcriptomic profiling revealed, in accordance with previous studies, p53 pathway hyperactivation and enrichment of apoptotic, metabolic and MYC-associated pathways (*17*, *28*). 

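The gene set collections used in the paper were not used here. Lists of genes written down before the values were examined stood in for them, ranked by log2 fold change with fgsea as in the paper, together with the 6 clusters of Table S1, and p was adjusted over the 14 sets. Of 67 listed p53 targets, 37 passed the expression filter, and 26 of these were higher in the libraries labelled KO. Their normalized enrichment score (NES) was 1.67 (fgsea permutation p = 0.00873, adjusted p = 0.122), which passes the paper's thresholds of an FDR of 0.25 and a nominal p of 0.05. The MYC target list (53 genes tested, 38 higher) had an NES of 1.34 (permutation p = 0.0835, adjusted p = 0.450). The apoptosis list (31 genes tested, 18 higher) had an NES of 1.25 (permutation p = 0.162, adjusted p = 0.450). Of the metabolic lists, glycolysis (17 genes tested) had an NES of 1.31 (permutation p = 0.152) and oxidative phosphorylation (69 genes tested) an NES of -1.02 (permutation p = 0.412). For MYC targets and for glycolysis, the alternative that moved the NES farthest was another filter, which took MYC targets to an NES of 0.74 (permutation p = 0.824) with a mean signal of at least 50 and glycolysis to -0.72 (permutation p = 0.861) without a filter. Ranked by limma's moderated t, the NES was 1.51 for MYC targets (permutation p = 0.0217), 1.47 for apoptosis (permutation p = 0.0425) and 1.56 for glycolysis (permutation p = 0.0352). With the replicate block the log2 fold changes are the same by design, so the NES of the p53 list stayed at 1.67. Ranked by the moderated t of the fit with the replicate block, an alternative added after the values were seen, MYC targets had an NES of 1.45 and apoptosis an NES of 1.50.
Of 553 Reactome sets that could be tested, 23 passed the same thresholds, 4 higher and 19 lower in the libraries labelled KO. The replicate block cannot change this count, since it leaves the ranking by log2 fold change as it is. Most of the lower sets hold ribosomal proteins and translation factors. Peptide chain elongation, the set with the lowest NES, had an NES of -2.21 (permutation p = 8.00e-07, adjusted p = 0.000137) over 80 genes, while the mean log2 signal of these genes did not differ between the labels (exact permutation test, p = 0.387). With camera, which allows for correlation between the genes of a set, 0 Reactome sets passed and 3 had an unadjusted p under 0.05. The Reactome set Apoptosis had an NES of 0.56 (permutation p = 0.9997) and Fanconi Anemia pathway an NES of 1.66 (permutation p = 0.0171, adjusted p = 0.363).

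**Figure D2:**
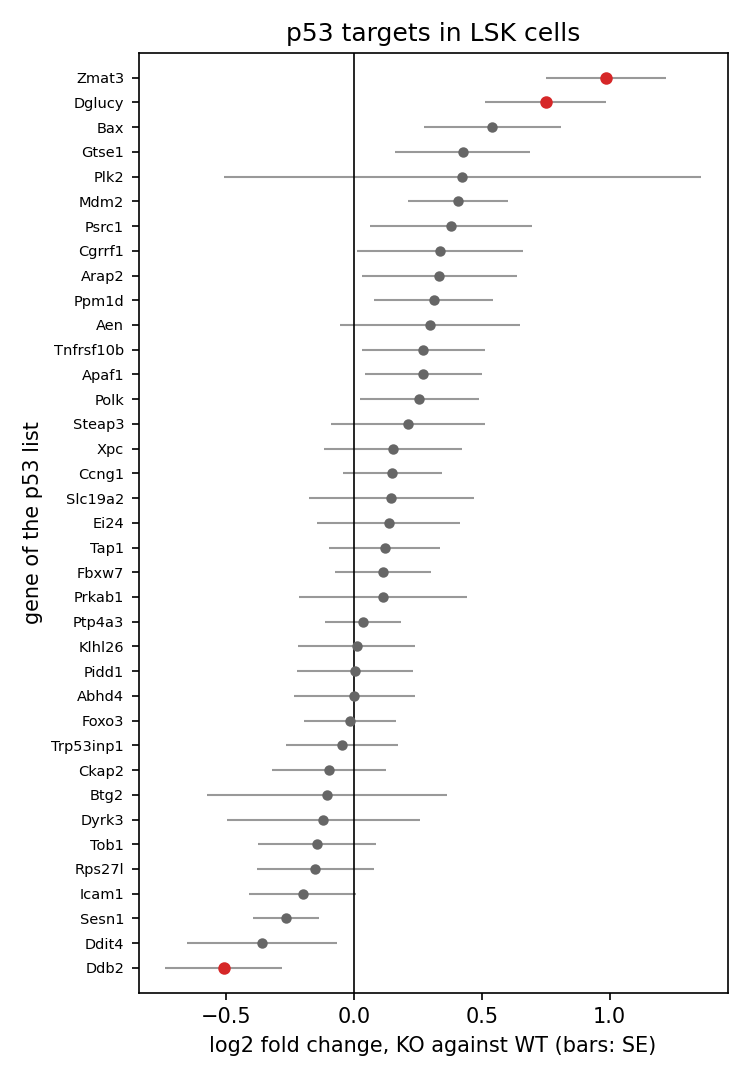
Log2 fold change (horizontal axis) between libraries labelled KO and libraries labelled WT for the 37 p53 targets tested (vertical axis), with bars for the standard error from limma and in red the 3 genes with an unadjusted p under 0.05. Of the 37 genes, 26 lie above 0.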

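Zmat3 encodes a zinc finger protein that binds RNA and lies on chromosome 3 from 32334792 to 32366014 on the minus strand (ENSMUSG00000027663.12). Its signal in LSK cells was 9.69 ± 2.37 (SD, n = 6) in the libraries labelled WT and 20.2 ± 5.26 (SD, n = 6) in the libraries labelled KO. The groups did not overlap, with 6.92 to 13.0 for the WT label and 14.9 to 30.2 for the KO label (two-sided exact permutation test, p = 0.0022, the smallest p that 6 libraries against 6 allow). These values correspond to between 5.58 and 38.6 reads per library. The log2 fold change was 0.99 (standard error 0.23), with rank 3 by p among all genes tested and an adjusted p = 0.9996 from limma with Benjamini-Hochberg adjustment. With the replicate block the adjusted p was 0.889 and the rank 18. Zmat3 was higher in the library labelled KO in 6 of 6 same-numbered pairs, by 0.47 to 1.53 (exact sign-flip test, p = 0.031, the smallest p that 6 pairs allow). Adjusted over the 37 tested genes of the p53 list alone, its p was 0.026 without and 0.090 with the replicate block. Leaving out each library in turn gave log2 fold changes from 0.87 to 1.07, and with a pseudocount of 5 in place of 1 it was 0.77.

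**Figure D3:**
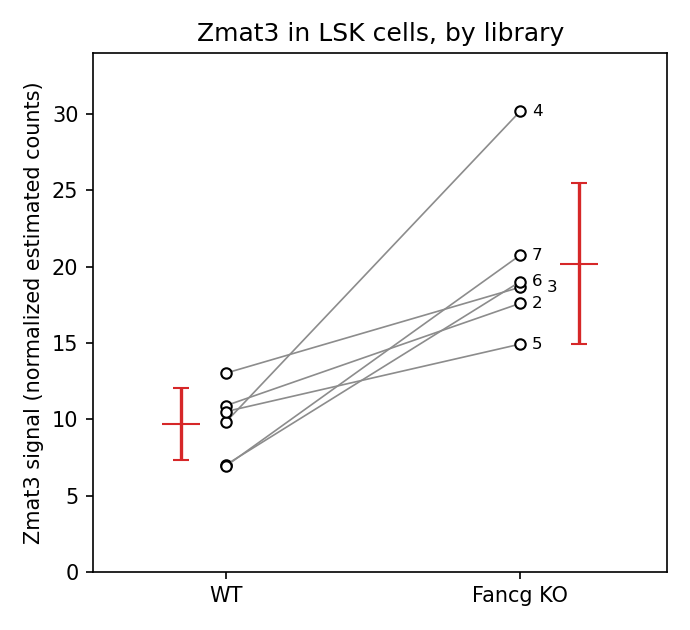
Signal of Zmat3 (normalized estimated counts, vertical axis) in each library by genotype label (horizontal axis). Grey lines join libraries with the same replicate number, printed at the right, and red bars give the mean and SD of 6 libraries. The libraries labelled KO lie between 14.9 and 30.2, all above those labelled WT.

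Among the other p53 targets, 2 passed an unadjusted p of 0.05 and a log2 fold change of 0.5 in either direction. Dglucy was higher in the libraries labelled KO (log2 fold change 0.75, standard error 0.24, exact permutation p = 0.013, adjusted p = 0.9996) and Ddb2 lower (-0.51, standard error 0.23, exact permutation p = 0.011, adjusted p = 0.9996). Mdm2 had a log2 fold change of 0.41 (exact permutation p = 0.039), with 5 of 6 pairs higher. Its unadjusted limma p was 0.0544 without and 0.0521 with the replicate block (exact sign-flip test, p = 0.0625). Mdm4 had a log2 fold change of 0.31 (exact permutation p = 0.013), with 6 of 6 pairs higher. With the replicate block, the adjusted p from limma was 0.889 for each of Dglucy, Ddb2, Mdm2 and Mdm4. Ddb2 no longer passed with the block, with an unadjusted limma p of 0.0519 (exact sign-flip test, p = 0.031). Ppm1d had a log2 fold change of 0.31 (exact permutation p = 0.190) and an adjusted p of 0.938 with the block. Cdkn1a, whose mean signal of 8.80 is below the filter, had a log2 fold change of -0.43 (exact permutation p = 0.242). Hprt, the reference gene of Fig. 1B, had a log2 fold change of -0.04 (exact permutation p = 0.792) and an adjusted p of 0.988 with the block.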

Among a limited set of deregulated genes belonging to p53 pathway, *Zmat3* was markedly overexpressed (Fig. 1, A and B) (*29*, *30*). This upregulation was also observed after depletion of four different FA genes in HCT116 cells and in primary fibroblasts cell line derived from three patients carrying distinct mutations in the FA pathway compared to control (siRNA control in HCT116 and primary fibroblast cell line without mutation in FA genes pathway respectively) (Fig. 1, C and D), suggesting that ZMAT3 activation is a common response to FA associated genomic stress.

**Fig. 1.**
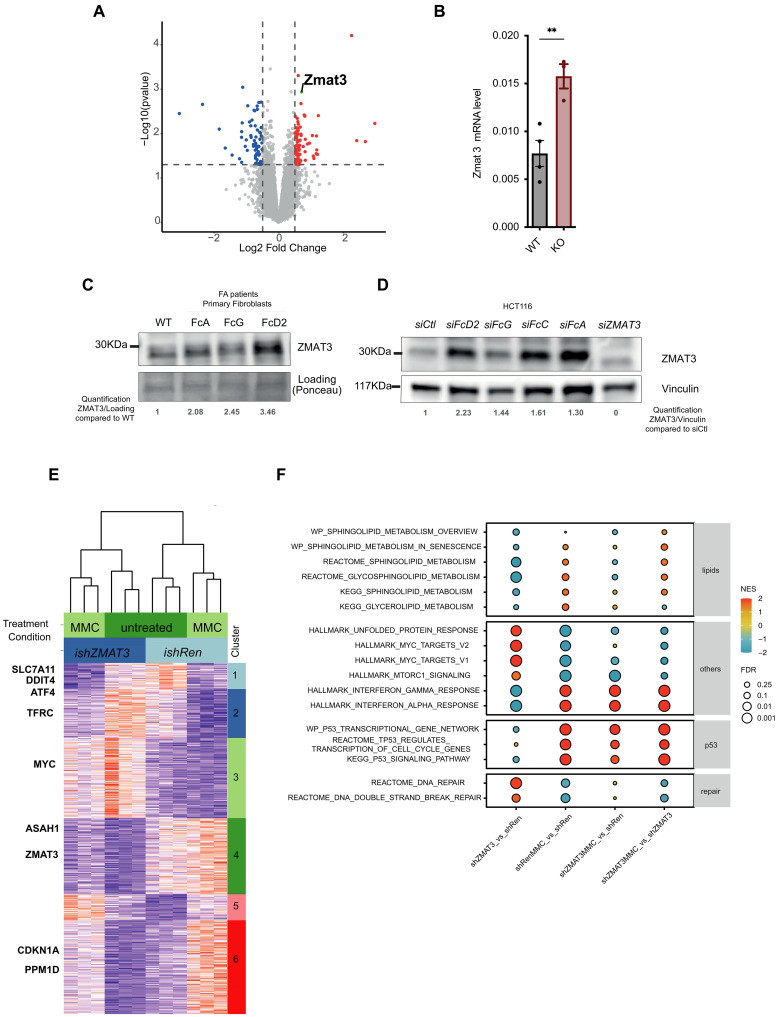
ZMAT3 is upregulated in FA-deficient cells, and its depletion leads to alterations in both the transcriptomic and lipidomic profiles. (**A**) Volcano plot from RNAseq experiments comparing *Fancg* KO LSK cells to WT LSK cells mRNA expression (from 6 KO and 6 WT mice). (**B**) *Zmat3* mRNA expression level normalizes to *Hprt* into *WT* (*n* = 4), *WT_pIC* (*n* = 3),* KO *(*n = *4)* and KO_pIC *(*n = *4) mice LSK cells. **P < 0.01. (**C**) Western blot analysis of ZMAT3 in three primary fibroblasts cell line from FA patients, each carrying distinct mutations in the FA pathway: in *FANCA (FcA)*, *FANCG (FcG)* and *FANCD2 (FcD2)*. WT corresponding to primary fibroblast cell line without FA genes mutation. (**D**) Western blot analysis of ZMAT3 in HCT116 cells 48 hours post siRNA transfection against different Fanconi genes compared to control (*n* = 3; one representative experiment is shown). (**E**) Heatmap with hierarchical clustering of RNA-Seq data showing significant differential gene expression between PD20ish*ZMAT3* and control PD20ish*Ren* cells, 2 days post-treatment with doxycycline (DOX, 0.5 μg/ml) in the presence or absence of mitomycin C (MMC, 30 nM). (**F**) GSEA analysis.

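Of the 8887 genes tested, 326 had an unadjusted p under 0.05 from limma, where 444 would by chance. Of these, 233 also had a log2 fold change beyond 0.5 in either direction, the values at which Fig. 1A draws its thresholds. They were 123 higher and 110 lower in the libraries labelled KO. Whether the axis of Fig. 1A holds log2 values or natural logs is open. With natural logs and a pseudocount of 0.5, chosen after seeing the values, 109 genes were beyond both thresholds. After Benjamini-Hochberg adjustment 0 genes had a p under 0.05. With the replicate block, 476 genes had an unadjusted p under 0.05, 286 were beyond both thresholds (153 higher and 133 lower), and 0 had an adjusted p under 0.05. The same 205 genes were beyond both thresholds with and without the block. The filter moved the count most, from 658 genes without a filter to 37 genes with a mean signal of at least 50. The groups did not overlap for 8 genes. Chance gives 0.216% of genes, or 19, if every division into 6 and 6 libraries is equally likely. Same-numbered libraries were correlated, and this expectation does not allow for that.
The smallest unadjusted p belonged to Pla2g16 on chromosome 19, whose signal was 39.4 ± 4.10 (SD, n = 6) for the WT label and 24.1 ± 2.89 (SD, n = 6) for the KO label. Its log2 fold change was -0.69 (exact permutation p = 0.0022, adjusted p = 0.9996), with 0 of 6 pairs higher. Zyg11b had a log2 fold change of -0.56, Gimap6 of -0.69 and Atp6v1d of -0.75, with an adjusted p = 0.9996 for each. After Zmat3, the genes with the smallest p among those higher in the libraries labelled KO were Mdn1 (log2 fold change 0.86), Usp46 (0.92) and Prkaa1 (0.55), each higher in 6 of 6 pairs and each with an adjusted p = 0.9996. With the replicate block, the adjusted p from limma was 0.889 for Pla2g16, Zyg11b, Gimap6, Atp6v1d, Mdn1, Usp46 and Prkaa1 alike. The pseudogenes Gm18853 (log2 fold change 3.64) and Gm18852 (-3.77) on chromosome 7 share 99.1% of the 31-base stretches of Gm18852, and the log2 fold change of their summed signal was -0.08 (exact permutation p = 0.747). From the overexpression of Zmat3 in Fig. 1, together with cells depleted of FA genes and fibroblasts of patients, the paper proposes that ZMAT3 activation is a shared response to the genomic stress of FA.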

### ZMAT3 depletion leads to ASAH1 depletion triggering ceramide accumulation in FA-deficient cells

To investigate ZMAT3 functional role in the FA deficient cells, we used a human fibroblast cell line derived from an FA patient [PD20 cells, (*31*)] as a surrogate model. Indeed, studying FA deficient HSCs is a significant challenge since, beyond their rarity and obvious ethical reason, they are difficult to isolate and to maintain due to their high mortality rate. We generated stable PD20 lines expressing an inducible shRNA targeting *ZMAT3* (ish*ZMAT3*) or a control (ish*Ren*) via lentiviral transduction (fig. S1). RNA-seq analysis was then performed to identify dysregulated genes and pathways associated with *ZMAT3* depletion. Cells were analyzed under baseline conditions but also following mitomycin-C (MMC) treatment (48 hours, 30 nM), an inducer of ICLs, to mimic the genomic instability observed in FA. We established the transcriptomic profiles and identified differentially expressed genes between *ZMAT3* depleted and control cells with or without MMC treatment corresponding to six clusters (Fig. 1E and table S1). As expected, in MMC treated PD20 control cells, gene set enrichment analysis (GSEA) analysis showed an enrichment of genes related to pathways such as p53 Pathway (which includes ZMAT3, CDKN1A, PPM1D), Interferon alpha and gamma response, TNF and inflammatory pathways (Fig. 1F). In untreated conditions, ZMAT3 depletion in PD20 cells led to the dysregulation of gene expression affecting pathways related to DNA repair, mTORC1 signaling and MYC targets (fig. S2). Unexpectedly, GSEA also revealed significant perturbations in several lipid metabolism pathways, both at untreated and following MMC treatment (Fig. 1E). Therefore, we performed in-depth lipidomic profiling to investigate the metabolic consequences of ZMAT3 loss. Lipidomic analysis confirmed alterations in the lipid landscape upon *ZMAT3* silencing. Specifically, we observed marked changes in glycerophospholipids, particularly phosphatidylethanolamines (PE), and sphingolipids alongside a notable accumulation of ceramides (Fig. 2, A and B, table S2, and fig. S3). The accumulation of ceramides, key regulators of cell fate decisions such as apoptosis, suggested a potential functional link between ZMAT3 and sphingolipid homeostasis. In light with this lipidomic results we reanalyzed the RNA-seq data focusing on genes involved in sphingolipid metabolism. We evidenced a significant downregulation of ASAH1 in *ZMAT3* depleted cells (Fig. 1E). ASAH1 encodes acid ceramidase, responsible for hydrolyzing ceramides with C6–C16 acyl chains into sphingosine (Fig. 2C). This sphingosine is then converted into sphingosine-1-phosphate (S1P) by sphingosine kinases SK1/2, which play crucial roles in promoting cell survival and proliferation (*32*). We validated the downregulation of ASAH1 at protein levels in the PD20 cells depleted for *ZMAT3* using siRNA strategy (Fig. 2D). In silico analysis using the AREsite2 database revealed multiple AU-rich regions in the ASAH1 3′UTR, which may represent potential ZMAT3 binding sites involved in post-transcriptional regulation. We thus hypothesized that the reduction in ASAH1 acid ceramidase activity would contribute to ceramide accumulation in *ZMAT3* depleted PD20 cells. Consistent with our hypothesis, knockdown of either *ZMAT3* or *ASAH1* in PD20 cells led to an increase in ceramide levels (Fig. 2, E and F). All together, these findings suggest that ZMAT3 depletion alters molecular pathways involved in cellular stress responses, DNA repair and metabolism, which are particularly relevant in the context of FA. Furthermore, we uncover a new role for ZMAT3 in regulating sphingolipid metabolism in cellular model with defects in the FA DNA repair pathway.

**Fig. 2.**
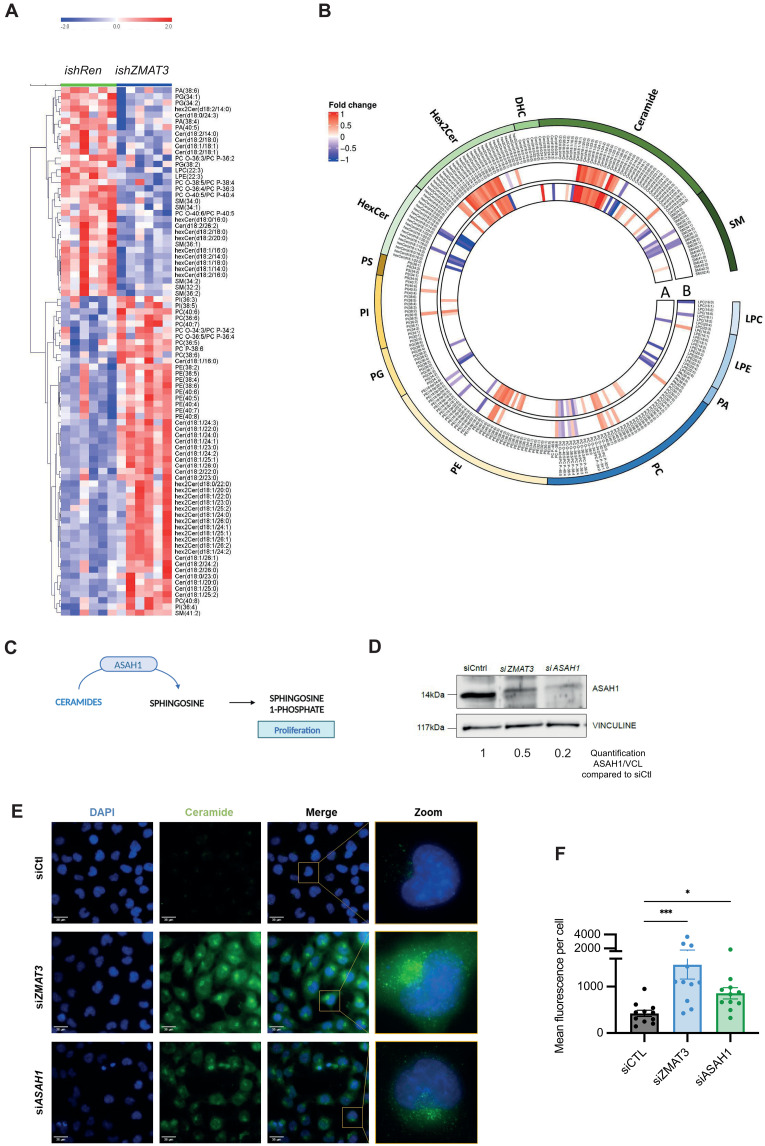
ZMAT3 depletion leads to ASAH1 depletion triggering ceramide accumulation in FA-deficient cells. (**A**) Lipidomic heatmap comparing PD20ish*ZMAT3* and control PD20ish*Ren* cells (*n* = 6). Lipids were quantified by LC-ESI/MS/MS using a Prominence UFLC and QTrap 4000 system. Phospholipid and sphingolipid analysis were analyzed onto a Kinetex HILIC column (2.6 μm, 2.1 × 150 mm). Statistical analysis and clustering were performed with MetaboAnalyst 5.0. (**B**) Circos plot representation of lipidomic experiments highlighting lipid species enrichment comparing PD20 cells *ZMAT3* depleted to control (*n* = 6 per group). A: *ishZMAT3* vs i*shRen* (untreated); B: *ishZMAT3* vs i*shRen* upon MMC treatment. (**C**) Schematic representation. (**D**) Western blot analysis of ASAH1 protein in PD20 depleted by RNA interference against ZMAT3 and *ASAH1* compared to control (*n* = 3, one representative experiment is shown). (**E**) Immunofluorescence using ceramides antibody in PD20 depleted by RNA interference against *ZMAT3* and *ASAH1* compared to control. Shown is one representative experiment (*n* = 3). (**F**) Quantitative analysis of the mean fluorescence intensity signaling per cell in PD20 cells post-48-hour siRNA transfection (*n* = 3 per group, 3–4 images/per group/experiment with at least 30 cells per image). Errors bars shown mean+/− SEM. *P* values from ANOVA kruskal-wallis test are shown. *P < 0.05; ***P < 0.001.

### ZMAT3 and ASAH1 depletion enhances DNA damages and ferroptosis-induced cell death in FA-deficient cells post genotoxic exposure

We next investigated the impact of ZMAT3 or ASAH1 depletion on cellular outcomes. We performed phenotypic analyses of PD20 cells with siRNA mediated knockdown of *ZMAT3* or ASAH1 under untreated conditions and following MMC induced genotoxic stress to assess apoptosis, proliferation and senescence pathways in which ZMAT3 has been previously implicated. In untreated condition, post ZMAT3 or ASAH1 depletion, CellTrace analysis revealed a modest but significant decrease in proliferation, reflected by higher normalized MFI values (fig. S4A), without significant changes in senescence, necrosis or apoptosis rates (fig. S4, B and D). Moreover, in line with prior findings, we observed an increase in PD20 cells senescence and apoptosis following exposure to MMC (fig. S4C). Interestingly, beyond apoptosis, FA cells exhibit increased susceptibility to ferroptosis (*33*, *34*). Ferroptosis is characterized by lipid peroxidation and reactive oxygen species (ROS) accumulation and can be triggered in response to DNA damage (*35*, *36*). To further investigate ZMAT3 potential role in ferroptosis, we measured lipid peroxidation and ROS levels following *ZMAT3* depletion using the lipid-specific dye BODIPY C11 and CELLROX which respectively quantify lipid peroxidation and cellular ROS accumulation. We observed a significant increase in lipid peroxidation upon *ZMAT3* depletion (Fig. 3A), along with a trend toward elevated ROS levels (Fig. 3B). Interestingly, depletion of ASAH1, in the same conditions, phenocopied observations obtained in ZMAT3-depletion context (Fig. 3, A and B). Additionally, escalating doses of Erastin or RSL3, well-established ferroptosis inducers, resulted in reduced cell viability, an effect exacerbated by *ZMAT3* depletion as well as ASAH1 depletion (fig. S4E). Accordingly with these results, using RNA-seq data, we identified ferroptosis as an enriched KEGG pathway in Cluster 1, with a deregulation of key ferroptosis protective genes in PD20ish*ZMAT3* cells in both conditions (untreated or MMC treatment), compared to PD20ish*Ren* cells (Fig. 1E and fig. S2). Furthermore, focusing GSEA analysis using two dedicate ferroptosis pathway gene lists, we confirmed this observation (fig. S2B). As ZMAT3 was shown to stabilize and modulate splicing of *CD44* mRNA, a potential effector of ferroptosis (*27*), we performed also quantitative RT-PCR and showed that ZMAT3 depletion in PD20 cells led to a moderate decrease of total mRNA CD44 transcripts and also its short isoform (fig. S2C).

**Fig. 3.**
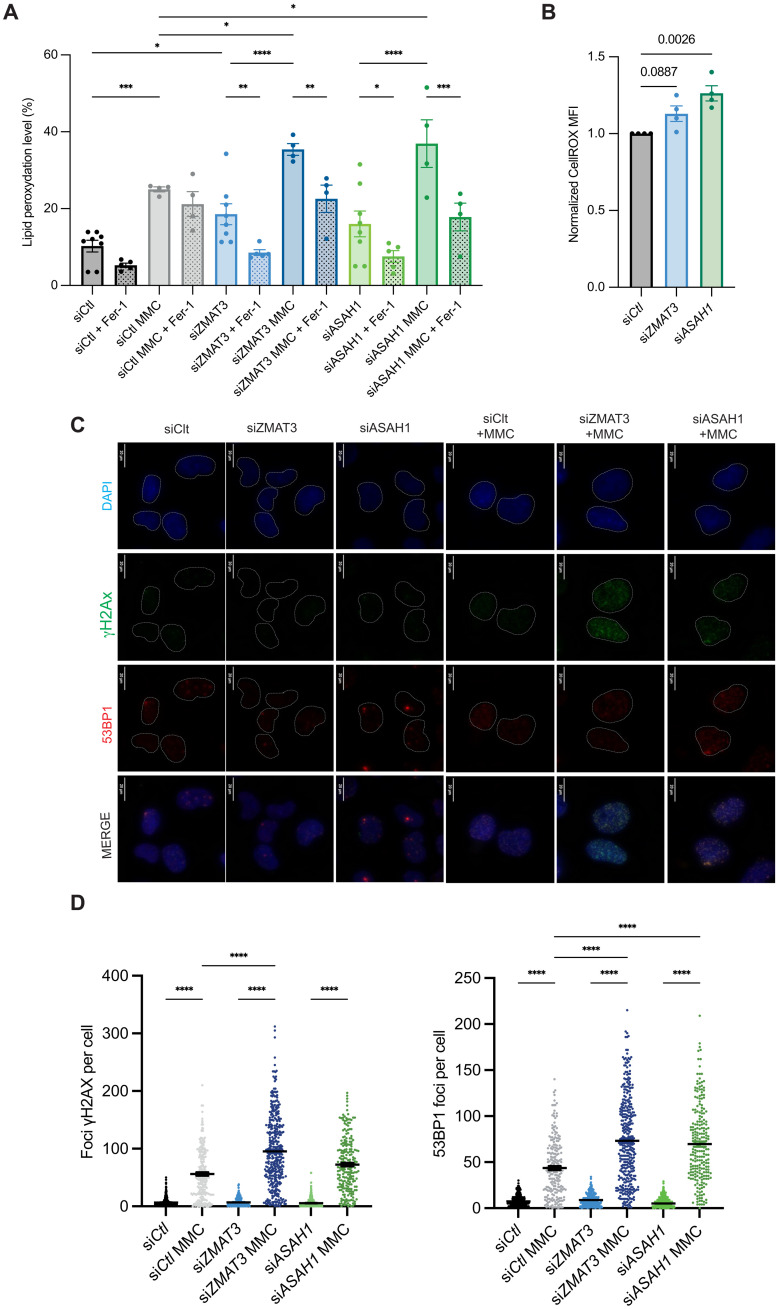
ZMAT3 and ASAH1 depletion enhances DNA damages and ferroptosis-induced cell death in FA-deficient cells post genotoxic exposure. (**A**) Quantification of cellular lipid peroxidation in PD20 cells 24 hours post-siRNA transfection, with or without Ferrostatin-1 (Fer-1, 500 nM) treatment and a 2-hour MMC pulse (300 ng/ml), followed by a 24-hour recovery period. Lipid peroxidation levels corresponding to green positive cell percentage were measured using the C11-BODIPY dye. Errors bars shown mean+/− SEM. *P* values from ordinary one ways ANOVA are shown (siRNA alone *n* = 8, including drugs *n* = 5). (**B**) Quantification of mean fluorescence intensity (MFI) of cellular ROS level in sorted PD20 cells post 48 hours siRNA transfection, measured by the CellROX dye. Errors bars shown mean+/− SEM. *P* values from ordinary one ways ANOVA are shown (*n* = 4). (**C**) Fluorescence microscopy images showing the presence of 53BP1 and γH2AX foci in PD20 cells post-48-hour siRNA transfection, with and without a 2-hour MMC pulse (300 ng/ml), followed by a 24-hour recovery period. (**D**) Quantification analysis of γH2AX foci and of 53BP1 per cell. Errors bars shown mean+/− SEM. *P* values from ANOVA kruskal-wallis are shown. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Shown is one representative experiment (*n* = 3).

Subsequently, we assessed lipid peroxidation as a marker of ferroptosis following MMC treatment, with or without ferrostatin-1, a ferroptosis inhibitor, using BODIPY-C11 staining (Fig. 3A). As expected, MMC exposure increased lipid peroxidation in control PD20 cells and treatment with ferrostatin attenuated lipid peroxidation across all conditions, with a significant protective effect observed specifically post ZMAT3 or ASAH1depletion (Fig. 3A).

To investigate if DNA damages act as a trigger of ferroptosis in this context, we evaluated the impact of *ZMAT3* and ASAH1 depletion on DNA damage response. Thus, siRNA mediated knockdown of *ZMAT3* was performed in PD20 cells under untreated and following MMC induced genotoxic stress. DNA damages were evaluated by immunofluorescence staining of γH2AX and 53BP1, with quantification of nuclear foci in untreated (control) and MMC-treated cells. In untreated condition, ZMAT3 or ASAH1 depletion did not significantly affect DNA damage levels, however following MMC treatment, the number of foci was markedly increased in all siRNA conditions showing a significant accumulation of damages post ZMAT3 or ASAH1 depletion (Fig. 3D). These results support the role of ZMAT3 and ASAH1 in limiting DNA damage accumulation under genotoxic stress. Altogether, we identified a novel protective role of ZMAT3 and ASAH1 in limiting DNA damage and modulating ferroptosis, highlighting their importance in maintaining genomic stability in FA deficient cells.

### ZMAT3 depletion triggers ceramide accumulation in *Fancg* KO hematopoietic cells

To further explore the relevance of our findings, we examined whether the role of ZMAT3 identified in the *FANCD2* mutant fibroblast model could operate in FA pathogenic context of HSPCs in which genomic instability drives BMF. We thus isolated Lin^−^ KIT^+^ cells, containing hematopoietic progenitors and HSC) from *Fancg* KO mice bone marrow (BM) and transduced them with inducible shRNA against *Zmat3* or a control (ish*Zmat3* and ish*Ren*, respectively). Thus, we performed a colony forming unit assay (CFU) (Fig. 4A) and we showed that *Zmat3* depletion results in fewer colonies than in KO control condition (*ishRen*) (Fig. 4B) confirming our observation in PD20 cells. We also evaluated the effect of Zmat3 silencing on CFU formation in a non-FA background using Lin-Kit^+^ cells and did not observe any difference in CFU numbers. These results suggest that the impairment of CFU formation upon Zmat3 depletion is specific to the FA context. Subsequent ceramide immunofluorescence analysis confirmed that *Zmat3* depletion in these KO hematopoietic cells lead to ceramide accumulation, as evidenced by an intensified signal compared to WT (Fig. 4, C and D). Notably, cells with *Zmat3* knockdown exhibited a 10% incidence of ceramide signal clustering (Fig. 4E).

**Fig. 4.**
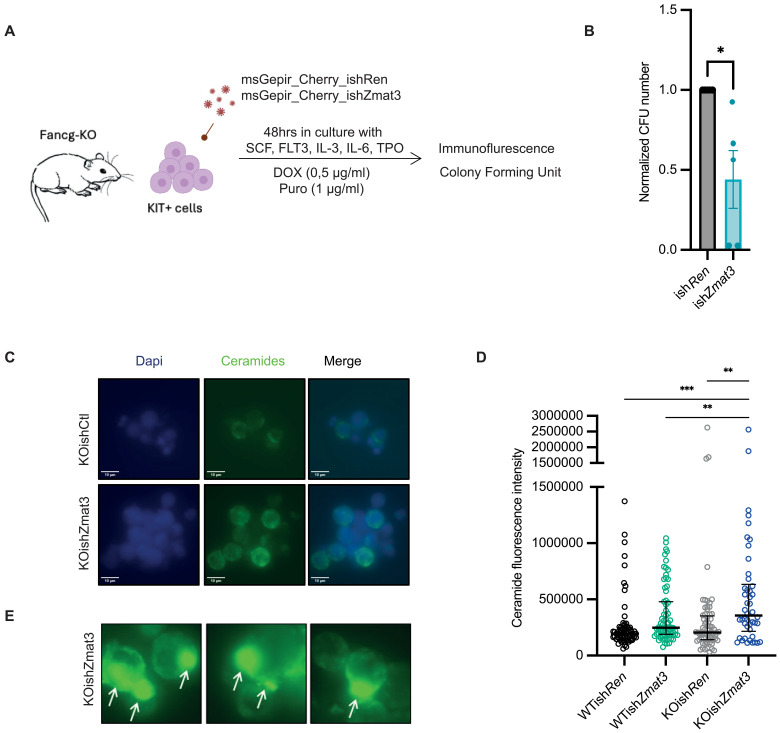
ZMAT3 depletion triggers ceramide accumulation in KO HSPCs. (**A**) Experimental strategy to CFU analysis. (Author created illustrations using PowerPoint.) (**B**) CFU number from *Fancg* KO Kit^+^mcherry^+^ sorted cells post sh*Ren* or sh*Zmat3* transduction (*n* = 5). *P* values from ordinary one-way ANOVA are shown. (**C**) Ceramide distribution in KO hematopoietic cells, either ishRen (control) or ish*Zmat3*-transduced, visualized through immunofluorescence microscopy. (**D**) Quantitative analysis of the fluorescence intensity signaling ceramide presence in mCherry^+^ WT or KO hematopoietic cells, comparing ish*Ren* and ish*Zmat3* conditions. Shown is one representative experiment. *P* values from ordinary one-way ANOVA are shown. (*n* = 2). (**E**) Detailed immunofluorescence microscopy highlighting ceramide accumulation in ish*Zmat3*-transduced KO hematopoietic cells, with specific focus on punctate ceramide signal aggregation indicated by arrows. *P < 0.05; **P < 0.01; ***P < 0.001.

Collectively, these findings uncover the pivotal role of ZMAT3 in regulating sphingolipid metabolism and preventing ceramide build-up preserving the functional integrity of hematopoietic FA deficient cells.

## DISCUSSION

In this study, we identified ZMAT3, a p53-responsive RNA-binding protein, as a key mediator of cellular adaptation in FA deficient cells. Using a surrogate model of FA patient HSCs we identified a previously unrecognized role for ZMAT3 in the cellular response to p53 activation. We demonstrate that ZMAT3 regulates sphingolipid metabolism by promoting ASAH1 (acid ceramidase) expression, thereby preventing pathological ceramide accumulation. We also establish a previously unrecognized function of ZMAT3 in protecting cells from ferroptosis under conditions of genomic instability. ZMAT3 depletion leads to increased sensitivity to ferroptosis, accompanied by a marked accumulation of phosphatidyl-ethanolamines (PEs) and ceramides. This lipidomic profile closely resembles that observed in cells treated with ferroptosis inducers, characterized by an increase in PE enriched with polyunsaturated fatty acids (PUFAs), which are substrates for peroxidation (*37*) and ceramide (*38*). We identified that ZMAT3 promotes ASAH1 protein synthesis, thereby limiting the abnormal accumulation of ceramides. A previous study in melanoma cell lines reported that loss of ASAH1 leads to ceramide accumulation and elevated peroxisome derived ROS (*39*). In our context, ZMAT3, by promoting ASAH1 expression, may serve as a mechanism to prevent ceramide accumulation, thereby mitigating ferroptosis-associated cell death. Finally, we identified an accumulation of ceramides in FA deficient hematopoietic Lin- Kit+ cells when *Zmat3* is depleted.

The mechanisms involved in this response are transposable to *Fancg*^−/−^ HSPCs. Our results demonstrate that the presence of *Zmat3* in *Fancg*^−/−^ HSPCs sustains colony formation. This observation is particularly relevant considering previous reports indicating that ZMAT3 is upregulated under conditions associated with HSPC decline (*40*, *41*), suggesting that *ZMAT3* overexpression may act as a compensatory mechanism to preserve hematopoietic progenitor cell function under cellular stress. Metabolic reprogramming plays a pivotal role in the self-renewal and differentiation of HSCs, especially during the shift from quiescence to activation, through a complex rearrangement of metabolic pathways. This allows HSCs to modulate their energy consumption in response to activation signals, maintaining a balance between resting for long term self-renewal and activating for differentiation. Lipids, notably sphingolipids, have emerged as key players in HSC metabolic reprogramming and differentiation (*42*). The impact of ceramide/dihydroceramide balance on activating stress responses in HSPCs (*42*) suggests a role for ZMAT3 in HSPC differentiation and self-renewal, through its impact on sphingolipid metabolism. Recent literature has revealed dual and context dependent roles for ZMAT3, acting either as a tumor suppressor (*8*, *9*) or as an oncogene (*10*–*12*), influenced by genetic background and cellular conditions. Our study aligns with and extends these findings by demonstrating a protective role of ZMAT3 in the deregulated FA pathway context.

One mechanism by which ZMAT3 supports cell survival involves increased expression of ASAH1, a ceramidase whose expression and enzymatic activity have been shown to be elevated in AML primary cells (*43*). Targeting ASAH1 has emerged as a promising therapeutic strategy in oncology. The specific ASAH1 inhibitor LCL-805 has shown efficacy in AML by blocking AKT signaling and promoting a form of iron dependent cell death (*44*). Furthermore, pharmacological inhibition of ASAH1 using LCL521 or Carmofur in colorectal cancer cell lines has been reported to enhance radiosensitivity to x-rays (*45*). Thus, we reveal a new connection between ZMAT3 and ASAH1, supporting further investigation in the context of AML. This protective role appears to support cell survival despite persistent DNA damage. Such survival of genomically unstable cells may facilitate the accumulation of early oncogenic changes, thereby contributing to preleukemic clonal evolution. These results highlight how lesser known p53 effectors can paradoxically support stressed cell survival while creating conditions that may promote secondary oncogenic events in cancers retaining functional *TP53*. We also highlight ZMAT3 as a potential mediator linking lipid metabolism, cell death pathways, and the early stages of leukemogenesis, opening new avenues for understanding the mechanisms driving malignant transformation (*24*, *25*).

Given that ZMAT3 is a transcriptional target of p53 and its expression is upregulated in a p53 dependent manner, our findings offer valuable insights into the potential implications of ZMAT3 in cancers presenting wild-type *TP53*, where DNA repair pathways are compromised. This is particularly relevant considering that numerous cancers retain wild-type *TP53*, highlighting the necessity to better understand the functional roles of specific p53 target genes in tumor development and cellular adaptation to chronic stress.

## MATERIALS AND METHODS

### Animal model and facility

Fancg^−/−^ mice (KO) were a kind gift of F. Arwert (*46*). All mice were housed and handled in the pathogen-free animal facility Département d’Expérimentation Animale in accordance with Institutional Animal Care and Use Committee-approved protocols (IRSL, Saint-Louis Hospital). Authorizations for animal experimentation was obtained with the no. 2014-IUH013 and APAFIS#19958-2019032615074625v2, in accordance with French laws.

### Cell lines and culture conditions

SV40-transformed fibroblasts derived from individual diagnosed with Fanconi Anemia, specifically the FA group D2 (PD20 cells), were acquired from the Fanconi Anemia Cell Repository housed at Oregon Health and Science University (*31*). PD20 cells were cultured in alpha-minimum essential medium (MEM, Gibco), enriched with 10% FBS and fortified with 1% Pen/Strep. Mycoplasma contamination was excluded using the MycoAlert Detection Kit (Lonza).

### Lentiviral particle production

Transfection of HEK293T cells was carried out to facilitate the production of lentiviral particles. Cells were initially cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS), 1% Penicillin/Streptomycin (Pen/Strep), and 1% GlutaMAX, ensuring optimal growth conditions. Upon reaching 70–80% confluence, cells were transfected with the plasmid of interest along with helper plasmids pCMV and pMD2G, essential for viral assembly and packaging. Transfection was conducted using JetPrime Reagent and Buffer (PolyPlus), following the manufacturer’s protocol. Following an overnight incubation, the culture medium was replaced with DMEM supplemented with 5% FBS and 1% Pen/Strep. Viral supernatants were collected at two time points, 24 and 48 hours post-medium change. Each collection involved a centrifugation step at 3000 rpm for 10 minutes at 4°C to remove cellular debris, followed by ultracentrifugation at 22,000 rpm for 70 minutes at 4°C, concentrating the viral particles. The resulting viral pellet was carefully resuspended in phosphate-buffered saline (PBS) and left overnight at 4°C to ensure complete dissolution. This preparation was then aliquoted and stored at −80°C for experimental use.

### Isolation and viral transduction of HSPCs

HSPCs were isolated from the bone marrow (BM) of *Fancg* KO mice, obtained through collaboration with Pr Jean Soulier’s team at Saint-Louis Hospital. The isolation procedure involved flushing the hind limb bone to harvest bone marrow cells, followed by red blood cell lysis using ACK Lysing Buffer (Thermofisher). Lineage-positive (Lin^+^) cells were depleted through immuno-magnetic separation employing the Lineage Cell Depletion mouse Kit (Miltenyi Biotec), after which Kit^+^ cell enrichment was conducted using the CD117 MicroBeads mouse Kit (Miltenyi Biotec). Following isolation, HSPCs underwent viral transduction in BIT 9500 Serum Substitute (StemCellTM) enriched with 2% Pen/Strep. The viral vectors carrying plasmids msGepir-Cherry-ish*Zmat3* or msGepir-Cherry-ishRenilla (control) were introduced to the cells with the transduction efficiency determined at a ratio of 100,000 cells to 5 μl of virus, within 96-well plates. A 24-hour post-transduction incubation allowed for subsequent treatment with a cytokine cocktail (100 ng/ml SCF, 100 ng/ml FLT3, 20 ng/ml TPO, 20 ng/ml IL-3, and 10 ng/ml IL-6). To select for successfully transduced cells, 1 μg/ml puromycin was applied, and 0.5 μg/ml doxycycline was used to induce plasmid expression over a 48-hour period.

### CFU-C assays

After a 48-hour period of puromycin selection and plasmid induction with doxycycline, HSPCs were subjected to cell sorting using an AriaFusion BD system, specifically targeting Cherry-positive cells. Dead cells were excluded through application of SYTOX Blue Dead Cell Staining (Invitrogen) at a dilution of 1:1000. The sorted Cherry-positive HSPCs were then cultured in duplicate in methylcellulose-based medium specifically designed for mouse cells MethoCult GF M3434 (StemCellTM), which was further supplemented with 2% Penicillin/Streptomycin and doxycycline at a concentration of 0.5 μg/ml. The cultures were maintained at 37°C in a 5% CO_2_ atmosphere, with doxycycline supplementation renewed every 48 hours. Colony formation was assessed after 7 days of incubation.

### Ceramides detection in HSPCs by immunofluorescence

For assessment of ceramide in HSPC, following a 48-hour period of selection with puromycin and induction of plasmid expression using doxycycline, 20,000 cells from each condition were isolated and fixed with 4% paraformaldehyde for 15 minutes at room temperature. Subsequently, the cells were washed in PBS and adhered to Poly-Prep slides (P0425–72EA, Sigma) overnight at 37°C, followed by permeabilization with 0.5% Triton X-100 in PBS for 10 minutes at room temperature and another PBS wash. Initial incubation was performed for 1 hour in a saturation buffer containing 3% BSA in TBS 1X with 0.1% Tween, after which cells were stained with anti-ceramide antibody (MID 15B4, Enzo Life Sciences) for 1.5 hours at room temperature. After three washes, cells were incubated with secondary antibodies, goat-anti-mouse-IgM (SA5–10150, ThermoFisher), for 1 hour, followed by three additional washes, and finally stained with DAPI in mounting medium. Images were acquired on an Axio Imager Z1 microscope using the Axio Vision software (Zeiss).

### Plasmid transduction

Cells were plated at 2.0 × 10^5^ per well in six-well plates 24 hours before lentiviral infection. For transduction, 10 μl of lentiviral particles were added to each well and incubated for 24 hours to facilitate viral entry and integration. Post-incubation, cells were washed and incubated for an additional 48 hours to allow expression of selection marker. Subsequently, cells underwent selection with 2.5 μg/ml puromycin to isolate successfully transduced cells.

### siRNA transfection and treatment

For transient depletion of *ZMAT3* and *ASAH1* expression in PD20 cells, siRNAs obtained from Dharmacon (On-TARGET plus SMART pool) were employed. As a control, unspecific siRNAs (siCntrl) were used. Cells were transfected with 30 nM of siRNAs using JetPrime Reagent and Buffer (PolyPlus) according to the manufacturer’s instructions.

Within designated experimental conditions, cells underwent a pulse treatment with Mitomycin C (MMC) at a concentration of 300 ng/ml for 2 hours, initiated 24 hours following transfection. After this pulse exposure, cells were thoroughly washed and provided with fresh culture media. This step was succeeded by a continued incubation period of 24 hours at 37°C in an atmosphere containing 5% CO_2_ to allow for cellular recovery and response evaluation. When specify, 500 nM Ferrostatin-1 (Fer-1) was added in media 8 hours after transfection to inhibit ferroptosis. Post-MMC pulse, Fer-1 was introduced in fresh media.

### Apoptosis, necrosis, senescence, and ferroptosis assay

Cells were plated at 1.0 × 10^5^ per well in six-well plates 24 hours prior to siRNA transfection. Cells were treated as indicated, then to assess apoptosis and necrosis and senescence. Cells were harvested and stained with annexin V-AlexaFluor 647 (BioLegend) at a 1:100 dilution in 1X Apoptosis Binding Buffer (Invitrogen) for 15 minutes at room temperature, followed by a wash and subsequent staining with SYTOX Blue Dead Cell Staining (Invitrogen) at a 1:1000 dilution in 1X Apoptosis Binding Buffer (Invitrogen). For ferroptosis detection, cells were similarly collected and then incubated in PBS containing BODIPY 581/591 C11 (Thermofisher, D3861) at a concentration of 750 nM for 20 minutes, followed by washing. For senescence detection, we used CellEvent Senescence Green Detection Kit (Thermofisher, C10850) according to the manufacturer’s instructions. Flow cytometry analysis was conducted using a CytoFLEX flow cytometer system to evaluate cell death, lipid peroxydation or senescence markers.

### Proliferation assay

Cells were plated at 1.0 × 10^5^ per well in six-well plates 24 hours prior to siRNA transfection. The assessment of cell proliferation was facilitated using the CellTrace Blue Cell Proliferation Kit (Thermofisher, C34568), according to the manufacturer’s instructions. Following a 72-hour incubation period, proliferation rates were quantified via flow cytometry analysis, employing a Fortessa flow cytometer instrument.

### Cell survival assay

Cells were plated at 1.0 × 10^5^ per well in six-well plates 24 hours prior to siRNA transfection. Following transfection, a period of 6 hours was allowed before cells were re-plated into 96-well plates at a concentration of 4000 cells per well. After an overnight incubation period, cells were exposed to an escalating series of erastin concentrations for a duration of 48 hours to evaluate drug sensitivity. Subsequently, cell viability was determined using the CyQUANT MTT Cell Viability Assay (Thermofisher, V13154), according to the manufacturer’s instructions.

### Ceramides and DNA damage detection by immunofluorescence in cell lines

Cells were plated at 1.5 × 10^5^ per well in six-well plates 24 hours prior to siRNA transfection. 48 hours post-transfection, cells underwent fixation in 4% paraformaldehyde for 10 minutes at room temperature, followed by washing. Cells were then permeabilized using 0.5% Triton X-100 in PBS for 10 minutes at room temperature, succeeded by an additional PBS wash. Initial incubation occurred in a saturation buffer composed of 3% BSA in TBS 1X with 0.1% Tween for 1 hour. Subsequently, cells were incubated with primary antibodies: anti-ceramide (MID 15B4, EnzoLifeSciences) or anti-53BP1 (ab21083, Abcam) and anti-γH2AX (05–636, Merck) for 1.5 hours at room temperature. Following three washes, cells were exposed to secondary antibodies, either goat-anti-mouse-IgM (SA5–10150, ThermoFisher) or goat anti-mouse AF488 and goat anti-rabbit AF594 from Molecular Probes, for 1 hour. This was followed by three additional washes and final staining with DAPI in mounting medium. Ceramide fluorescence was quantified on imageJ software by measuring the total fluorescence intensity per image after background subtraction and normalizing to the number of nuclei. Images were acquired on an AxioImager Z1 microscope using the Axio Vision software (Zeiss). DNA damage foci were quantified with the ImageJ software.

### ROS quantification

Cells were plated at 1.0 × 10^5^ per well in six-well plates 24 hours prior to siRNA transfection. ROS levels were quantified employing the CellROX Deep Red Reagent Kit (Thermofisher, C10422), according to the manufacturer’s instructions. After 48 hours of incubation, ROS levels were assessed through flow cytometry, using a CytoFLEX flow cytometer system for measurement.

### Quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR)

RNA was isolated using RNeasy mini-Kit (Qiagen). Reverse transcriptase reaction (RT) was performed with 100 ng of total RNA using the Vilo mastermix superscript kit followed by quantitative polymerase chain reaction (qPCR) using Fast SYBR Green Master Mix (Thermofischer, 4385617) on a StepOne Real Time PCR System (Thermoscientific). Expression levels were normalized by *hprt*. Primer sequences are available on demand.

### Western blot

Cells were harvested from a confluent 6-well plate by scraping and subsequently washed with PBS. Cell pellets were lysed using 1X RIPA Buffer supplemented with a cocktail of phosphatase/protease inhibitors, followed by centrifugation at 4°C for 15 minutes at 1300 rpm. The supernatant was then normalized using the Bradford assay. Proteins were denatured by heating with 1X SDS-PAGE Protein Loading Buffer for 5 minutes at 85°C. Denatured proteins were loaded onto 4–15% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad) for electrophoresis. Following electrophoresis, proteins were transferred onto nitrocellulose membranes using the Trans-Blot Turbo System (Bio-Rad). Protein transfer quality was assessed with Ponceau S staining. After multiple washes in 0.1% TBS-Tween, non-specific binding sites on the membranes were blocked for 1 hour at room temperature in a solution containing 3% BSA in TBS 1X with 0.1% Tween. Membranes were then incubated overnight with primary antibodies specific to the target proteins (listed below). This was followed by three washes in 0.1% TBS-Tween before incubation with secondary antibodies for 40 minutes. After three additional washes, protein bands were visualized using Pierce ECL Western Blotting Substrate (Thermofisher).

### RNA-seq

RNA**-**seq was performed on poly(A) selected RNA extracted from 10^6^ cells of human PD20 cell line using the RNeasy Plus Mini kit (Qiagen) following manufacturer’s protocol. Poly-(A)-selected, first stranded Illumina libraries were prepared with a modified TruSeq protocol using dUTP method (*47*). Three biological replicates per conditions were prepared. Libraries were size selected using AMPure XP SPRI beads, amplified by PCR and purified with AMPure XP beads and paired-end sequenced (75 bp) on an Illumina NextSeq 500 sequencer.

Sequencing reads were pseudo aligned to the ENSEMBL GRCh38 version of the human genome and abundance quantified using Kallisto (*48*). Differential expression analysis was done using Sleuth R package (*49*). Volcano plots and heatmap were plotted using R packages ggplot2 and pheatmap.

Mature BM cells were depleted using the direct lineage cell depletion kit (Miltenyi Biotec, Paris France) following manufacturer instructions. The remaining Lin^neg^ cells were stained with Pacific Blue Mouse Lineage Antibody Cocktail, anti-CD117PercpCy5.5, ant-Sca-1 PECy7. LSK populations were purified by cell sorting using a FACS-ARIAIII (BD Bioscience). Total RNA was isolated using RNeasy Micro Kit Qiagen). For library construction mRNA was enriched from total RNA and submitted to fragmentation, cDNA synthesis, ligation of adapter and PCR amplification using the CATS RNA-seq Kit v2 x24 (Diagenode #C05010042) technology. Sequencing was performed using Nextseq500 (Illumina).

### Gene Set Enrichment Analysis

Gene set enrichment was performed using R package fgsea GSEA using MsigDB (v7.4) C2, C5 and Hallmark collections. Gene sets with less than 15 genes or with more than 500 genes were excluded from the analysis. GSEA was performed using weighted enrichment statistic on a pre-ranked list of genes after filtering out lowly expressed genes. Genes were ranked using their log_2_ fold change of expression between compared. Gene sets with an FDR ≤ 0.25 and a nominal *P* value ≤ 0.05 were considered as significant.

### Lipidomics

For lipidomic analysis, lipids from PD20 cells were extracted using a modified Bligh and Dyer protocol. Briefly samples supplemented with a mixture of internal standards were mixed with 1600 μl of acidified methanol:0.1 N HCl (1:1 v/v) and 800 μl chloroform as described elsewhere (*50*, *51*). The lower organic phase was dried; lipids were reconstituted into 40 μl of LC/MS compatible solvent and lipids quantified by LC-ESI/MS/MS using a prominence UFLC and a QTrap 4000 mass spectrometer. For quantification of phospholipid and sphingolipids, sample (4 μl) was injected to a kinetex HILIC 2.6 μm 2.1x150mm column. Mobile phases consisted of water and acetonitrile containing 30 mM ammonium acetate and 0.2% acetic acid. Lipid species were detected using scheduled multiple reaction monitoring (sMRM) in the positive-ion mode reflecting the headgroup fragmentation of each lipid class. For quantification of neutral lipids (CE, FC, DAG and TAG), sample (4 μl) was injected to an Ascentis C18 2.7 μm 2.1x150mm column. Mobile phases consisted of A [acetonitrile/water (60:40)] and B [isopropanol/acetonitrile (90:10)] in the presence of ammonium formate and formic acid. Lipid species were detected using sMRM in the positive-ion mode reflecting the neutral loss of (RCOO + NH_3_) for DAG and TAG, the product ion scan of m/z 369 (cholesterol – H2O) for CE and FC. Quantification of phospholipids, sphingolipids and neutral lipids was performed in positive-ion mode. Sample was injected to a Kinetex HILIC 2.6 μm 2.1x150mm column (Phenomenex, CA, USA). Mobile phases consisted of water and acetonitrile containing ammonium acetate and acetic acid. Lipid species were detected using scheduled multiple reaction monitoring (sMRM) and quantified using thirty-seven calibration curves specific for the 16 individual lipid subclasses and up to 12 fatty acid moieties. More abundant lipid species were quantified from a 10-fold diluted sample. An in-house developed R script was used to correct for isotopic contribution to MRM signals from HILIC separation as adapted from Ejsing CS *et al*. (*52*). All internal standards were purchased from Avanti Polar Lipids (Alabaster, AL, USA). LC/MS grade or UPLC grade solvents were used without further purification and obtained from Sigma-Aldrich (St Louis, MO, USA). Statistical analysis and heatmap clusterisation was performed with MetaboAnalyst software 5.0 (*53*).

### Quantification and statistical analysis

All statistical analyses were performed by GraphPad PRISM 9. Anova test was used for the comparisons of the means of more than two groups. *n* represents biological replicates in cell culture experiments and the number of mice in animal studies.

# Supplementary material for: ZMAT3 alleviates cell death in Fanconi anemia via adaptation of sphingolipid metabolism
**Source:** Sci Adv. 2026 Jul 31;12(31):eaeb6444. doi: 10.1126/sciadv.aeb6444
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Legends for tables S1 and S2

Supplementary Materials for  
**ZMAT3 alleviates cell death in Fanconi anemia via adaptation of  
sphingolipid metabolism**

Maeva Looock *et al.*

*Sci. Adv.* **12**, eaeb6444 (2026)  
DOI: 10.1126/sciadv.aeb6444

**The PDF file includes:**

Figs. S1 to S4  
Legends for tables S1 and S2

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 and S2

**Fig. S1.**

(A) Western blot analysis of ZMAT3 (specific band is shown by asterisk \*), Vinculin (VCL), p53 and Pp53<sup>ser15</sup> proteins in PD20ishZMAT3 and control PD20ishRen post 2 days with or without doxycycline (DOX) (0.5μg/mL) and with or without mitomycin (MMC) (30nM) exposure. (B) Relative ZMAT3 mRNA expression measured by qPCR and normalized to housekeeping genes (n=3). (C) Densitometric quantification of ZMAT3 protein levels from western blot analysis, normalized to loading control (n=3).

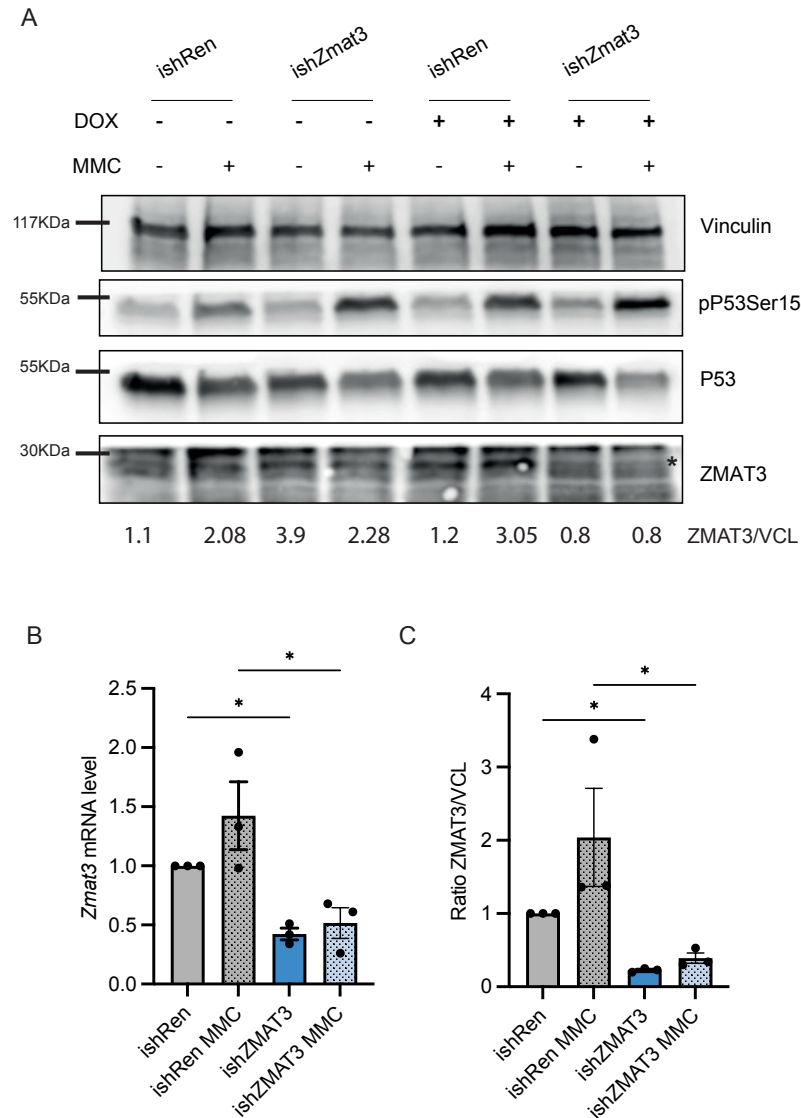

**Fig. S2.**

Heatmap, hierarchical clustering derived from RNA-Seq analysis, showcases significant differential gene expression between PD20ishZMAT3 and control PD20ishRen 2 days post DOX (0.5µg/ml) +/- MMC (30nM) exposure. Principal pathways enriched by cluster using Enrichr online software. (<https://maayanlab.cloud/Enrichr/>) are shown. (B) GSEA Heatmap and enrichment graphic corresponding to WP and KEGG Ferroptosis genes list. (C) ZMAT3 and CD44 mRNA expression measured by qPCR, normalized to housekeeping genes in PD20siZMAT3 relative to PD20siZMAT3 cells (n=5).

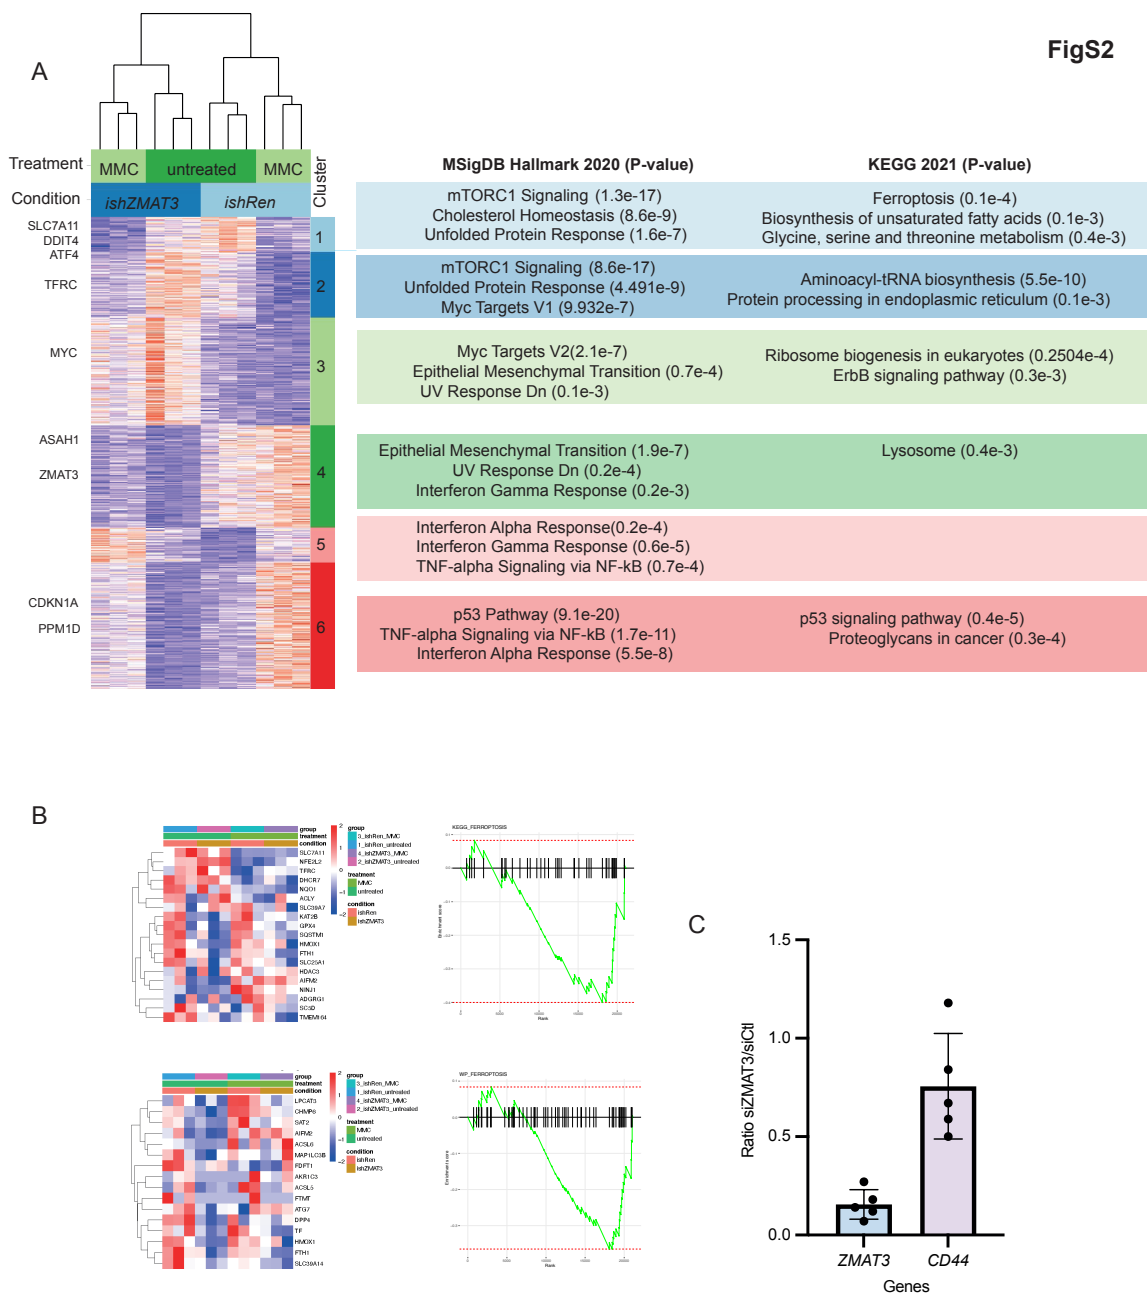

**Fig. S3.**

Summary and lipids pathway. Lipids in red are enriched in PD20ishZMAT3 compared to PD20ishRen cells. Lipids in blue are depleted in PD20ishZMAT3 cells compared to PD20ishRen cells. In brackets, amount of lipid species significantly altered in the corresponding class l: long chain lipids ( $\geq 38$  carbons) s: short chain lipids ( $\leq 36$  carbons).

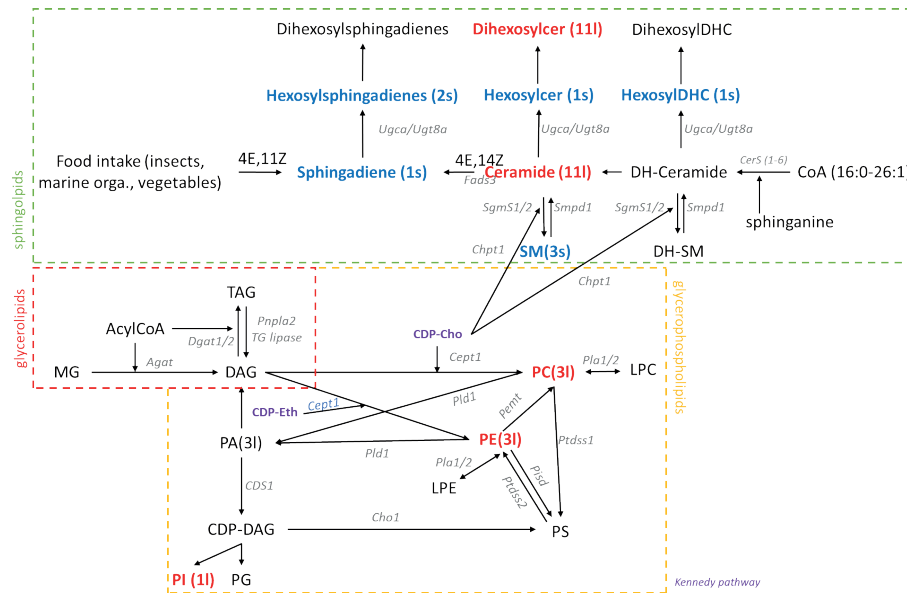

**Fig. S4.**

(A) Proliferation measurement in sorted PD20 cells post-72-hour siRNA transfection by quantification of the mean fluorescence intensity (MFI) of CellTrace labeling (n=4). (B) Senescence level in sorted PD20 cells post-48-hour siRNA transfection quantified through  $\beta$ -galactosidase hydrolysis (n=4). (C) Quantification of necrosis or (D) apoptosis level in sorted PD20 cells post-48-hour siRNA transfection, with and without a 2-hour MMC pulse (300ng/ml), followed by a 24-hour recovery period, by Sytox and Annexin V labeling respectively (n=4). Errors bars shown mean $\pm$  SEM. p values from ordinary one ways ANOVA are shown (n=4). (E) Cell viability assay using MMT test over 2-days treatment with escalating doses of Erastin or RSL3. (n=2 with duplicate; mean $\pm$ SEM).

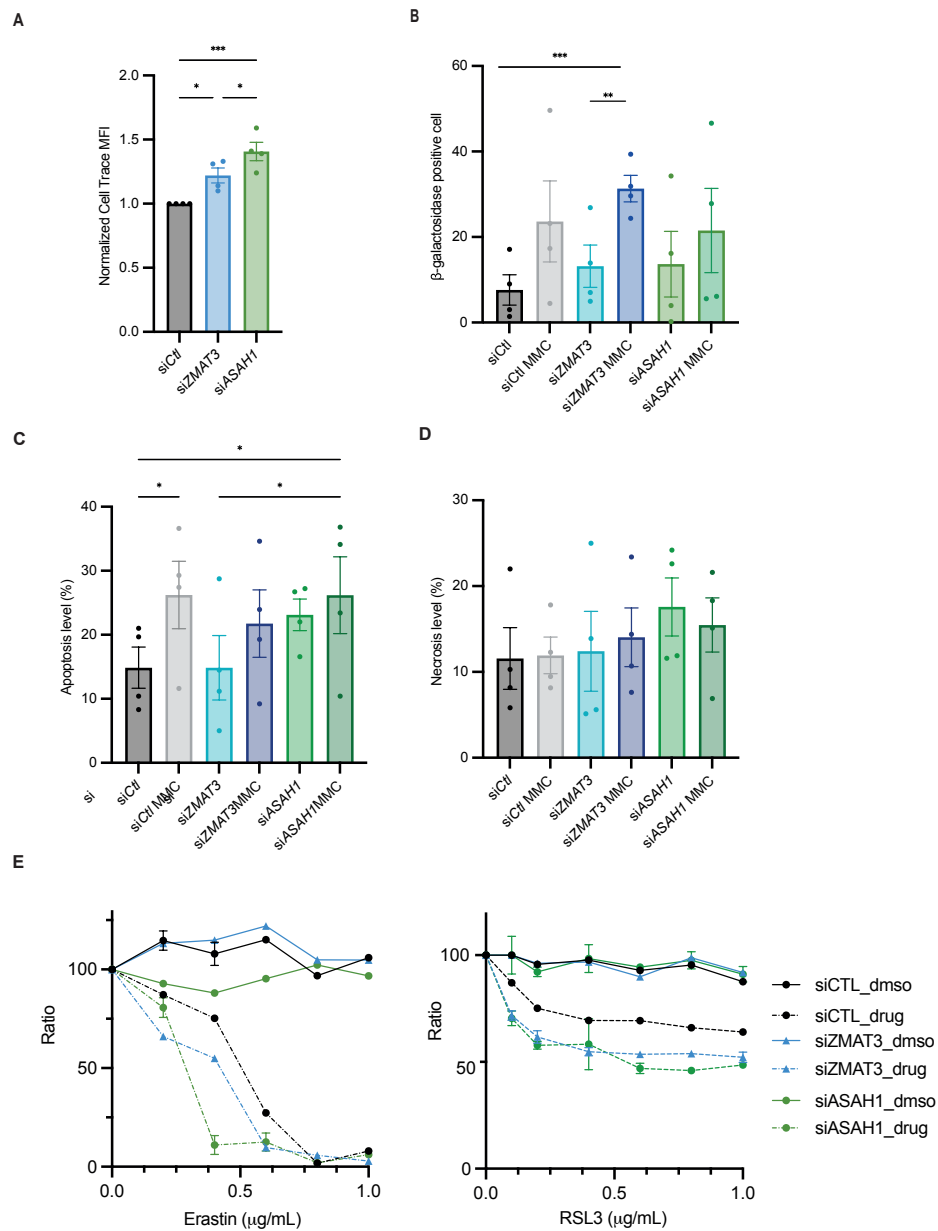

**Table S1.** Significant genes and clusters for comparison All vs ishRen untreated

**Table S2.** *Sheet 1:* lipids list (molPercent species), *Sheet 2:* lipids list (molPercent totals)

How the deposited data were processed for this re-analysis (not part of the article)

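RNA-seq of LSK cells from 12 mice, 6 labelled WT and 6 labelled Fancg KO, was analysed. The human RNA-seq, lipidomics, colony and PCR experiments of the paper were not analysed here. The authors deposited a table of signal per gene and library, taken from its name and values to be estimated read counts divided by 1 size factor per library. The paper's text describes Kallisto with a human genome and Sleuth for differential expression, does not say whether this covers the mouse libraries, and names no mouse genome build or annotation. Every column of the table was matched to a library through the label of that library, and 0 columns were left unused. Replicate numbers are those in the titles of the libraries and run from 2 to 7 in both genotypes. The text does not say that same-numbered mice were littermates or handled together, so the pairing rests on the titles and on the values. Same-numbered libraries had a correlation of 0.20. Over both genotypes, Lars2 took 15.6% to 19.0% of the libraries of replicates 2 and 3, and 24.7% to 36.2% of the others. The signal of Gm19220 was 30259 to 44893 in replicates 2 and 3, and 5321 to 7341 in replicates 6 and 7. These values differ by replicate number in both genotypes alike.

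Values were taken as deposited, without rescaling. Genes with a mean signal of at least 10 over the 12 libraries were tested, which left 8887 of 35999 genes, on log2(signal + 1). Tests used limma 3.58.1 (linear model, empirical Bayes with trend, two-sided, Benjamini-Hochberg adjustment over the genes tested) in R 4.3.3. The main comparison had no covariate, and the replicate number as a block was an alternative set beforehand. Tests made for read counts were not used, since whole reads could not be recovered from the values. Named genes were also tested with exact permutation tests of the log2 values and exact sign-flip tests of the same-numbered differences. Fancg and Cdkn1a fall below the filter, so their exact tests stand in for the planned limma test. A correlation of Zmat3 with Asah1 over all 12 libraries had been planned and is left out, because Zmat3 separates the libraries by label.

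Gene sets were tested with fgsea 1.28.0 on the log2 fold changes, for sets of 15 to 500 genes, with the random seed 1. The lists of p53, MYC, apoptosis, metabolic, sphingolipid, ferroptosis and interferon genes were written by hand before the values were examined, and the collections used in the paper were not used here. Of the 1457 mouse Reactome sets that come with fgsea, 1451 had at least 80% of members matched and 553 had a size within the limits. The number of simple permutations in fgsea was raised from 1000 to 10000 after the first values had been seen, because p varied with the seed. This matters for lists ranked by moderated t. With 1000 permutations and the seed used throughout, p was 0.0519 for apoptosis and 0.0607 for glycolysis, and with 10000 it was 0.0425 and 0.0352. Over 10 seeds, p for apoptosis ran from 0.0376 to 0.0546 with 1000 permutations and from 0.0390 to 0.0464 with 10000. An exploratory run without matching of older gene symbols came before the Reactome values given here, and Peptide chain elongation was picked for closer study because it had the smallest p in that run. It has rank 3 by p among the 553 sets as reported.

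The genes named were fixed by a rule set before the data were examined. Some results under this rule and among the Reactome sets are not reported here. The rule covers the genes the paper names, the 5 genes with the smallest p in each direction among those past the thresholds of the volcano plot, and every gene of the p53 list past those thresholds. Lars2, Gm19220, Mag and the Y-linked genes were chosen after their values were seen.

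The depth of a library is known only approximately, from the step on which low values pile up, at between 1235110 and 2471413 reads. Genes near the filter therefore rest on few reads per library, and counting error is part of the spread between replicates. The tests were tried on simulated data with 8887 genes, of which 200 were changed. Of these, 157 had an adjusted p under 0.05, namely 63 of the 100 changed by 1 and 94 of the 100 changed by 2 on the log2 scale, with 6 unchanged genes called. Simulated values were drawn independently for each gene and library, without the correlation between same-numbered libraries. Without changed genes, 451 had an unadjusted limma p under 0.05, against 326 in the data. The adjustment is also milder when 200 genes change, so these shares are not the power in these data.

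Alternatives set before the data were examined were other pseudocounts, filters and normalizations, limma without trend, the replicate block, each library left out in turn, and for gene sets the ranking by moderated t, camera and the p53 list without Zmat3. Natural logs with a pseudocount of 0.5, the default filter of Sleuth, the fit without both libraries low in Y-linked transcripts and the ranking by the moderated t of the block fit were added after the values were seen.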

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

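All tests of explanations in this part were chosen after the result was seen. A value is listed when 1 library lies far from the other 5 of its genotype label by Dixon's criterion. Of 64 groups of 6 libraries tested, 4 met it, and chance gives 3.2, so a few such values carry little weight by themselves. For the 3 values that concern single genes, low depth was weighed first, and 0 of them lay in the least deep library of its genotype label, which goes against low depth of that library as the reason.

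The pseudogene Gm18853 had a signal of 19.2 in WT replicate 3, against 0 to 0.0304 in the other libraries labelled WT, and a signal of 1.84e-05 in KO replicate 3, against 15.1 to 70.9 in the other libraries labelled KO. Gm18853 and Gm18852 are near-identical, and their summed signal had a log2 fold change of -0.0804, so reads assigned to the one or the other of the pair may account for the opposite changes. What decides the assignment is open. The share on Gm18853 was under 5% or over 95% in 10 of 12 libraries, and 26.1% in WT replicate 3 and 25.2% in KO replicate 7. A strain variant against the reference could give such shares, but so could the splitting of reads between near-identical transcripts, and the pattern cannot be told apart from either. An exchange of the replicate 3 libraries is another candidate explanation. With these labels exchanged, Gm18853 had an adjusted p = 2.06e-05 from limma and Mag an adjusted p = 0.047, while Zmat3 changed less than with the labels as given (log2 fold change 0.82, limma p 0.0081). Since Gm18853 raised the question and Zmat3 is the outcome, this cannot settle whether the libraries were exchanged, and the labels were kept. No biological explanation was tested.

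Zyg11b had a signal of 112 in WT replicate 2, against 83.4 to 92.4 in the other libraries labelled WT. The gene is lower in the libraries labelled KO (log2 fold change -0.56), and leaving out each library in turn gave -0.58 to -0.50. No biological explanation was tested.

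The summed signal of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was 26.6 in WT replicate 3, against 298 to 353 in the other libraries labelled WT. KO replicate 7, at 49.7, was the lowest of the libraries labelled KO. Female mice among male mice could give this. In 8 of 8 comparisons the lowest value of a Y-linked gene within its genotype label was in these 2 libraries, but these are the genes that showed the pattern, so it cannot be told apart from other reasons, and the sex of the mice was not found in the paper's text. These are also the libraries with an intermediate share on Gm18853. Without both, the log2 fold change of Zmat3 was 1.06.

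The Reactome translation sets were lower in the libraries labelled KO, which the paper does not discuss. Peptide chain elongation had an NES of -2.21, and 75 of its 80 genes were lower, with a median log2 fold change of -0.14. Gene length and GC content were removed from the log2 fold changes, and the set kept p = 3.09e-05 by fgsea permutation (NES -1.95), so these properties do not fully account for it. Ranked by the moderated t of the fit with the replicate block and corrected in the same way, its NES was -2.75. However, 4 of the 32 splits of the libraries that part every same-numbered pair gave an NES as large, the mean log2 signal of the set was lower in 4 of 6 pairs (exact sign-flip test, p = 0.281), and without KO replicate 2 the NES was -1.05. The difference cannot be told apart from a chance division of the mice.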

How the results depend on the processing

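Alternatives named in the summary of the processing as added were chosen after the values were seen, as was the number of permutations, and all tests on other divisions of the libraries in the closing section were chosen after the result was seen.

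The log2 fold change of Zmat3 kept its direction and an unadjusted p under 0.05 under every alternative that gave a value. On the log2 scale it lay between 0.77 and 1.06 over these alternatives, with natural logs and a pseudocount of 0.5 it was 0.71 on the natural-log scale, and it lay between 0.87 and 1.07 across the 12 fits that each left out 1 library. With a mean signal of at least 50 it is not among the genes tested, and neither is Fancg. Fancg and Cdkn1a have no value with quantile normalization or without trend. The p53 list had an NES between 1.52 and 1.69 over the alternatives, the lowest for the list without Zmat3 (permutation p = 0.0302), and with camera its p was 0.0592. Across the 12 fits that each left out 1 library its NES ran from 1.39 to 1.78, with a highest permutation p = 0.0789.

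Without a filter, 658 genes were beyond both thresholds (323 higher and 335 lower), the NES of glycolysis was -0.72 (permutation p = 0.861) and that of the sphingolipid list -0.81 (permutation p = 0.796), and 1 Reactome set passed. With a mean signal of at least 50, 37 genes were beyond both thresholds (18 higher and 19 lower), and the apoptosis and glycolysis lists had too few genes for a value. With natural logs and a pseudocount of 0.5, 109 genes were beyond both thresholds (59 higher and 50 lower), while 323 had an unadjusted p under 0.05, against 326 on the log2 scale. The threshold of 0.5 asks for a larger change on the natural-log scale. No alternative gave a gene with an adjusted p under 0.05, while 91 to 836 genes had an unadjusted p under 0.05. With each library rescaled to the same upper quartile, 45.9% of the genes beyond both thresholds were higher, against 52.8% as deposited. The cause of the changes with the filters was not tested.

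Ranked by moderated t, the NES was 1.51 for MYC targets, 1.47 for apoptosis and 1.56 for glycolysis. With 1000 permutations in place of 10000, p for apoptosis was at or under 0.05 for 7 of 10 seeds and p for glycolysis for 9 of 10, and with 10000 for 10 of 10 seeds in both. For the replicate block ranked by moderated t, it was 1.45 for MYC targets (permutation p = 0.0349), 1.50 for apoptosis (permutation p = 0.0376) and -0.63 for ferroptosis (permutation p = 0.963). With camera, 0 Reactome sets passed, 3 had an unadjusted p under 0.05, and p of Peptide chain elongation was 0.309. Without the libraries low in Y-linked transcripts, the NES of oxidative phosphorylation was -1.47 (permutation p = 0.0260) and 58 Reactome sets passed, 2 higher and 56 lower. The cause was not tested.

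Across the 12 fits that each left out 1 library, the genes beyond both thresholds ran from 206 to 278, the NES of MYC targets from 1.03 to 1.63, that of oxidative phosphorylation from -1.51 to 0.90, that of Peptide chain elongation from -2.56 to -1.05, and the Reactome sets that passed from 2 to 30. The log2 fold change of Fancg ran from -0.36 to 0.0669 and that of Hprt from -0.13 to 0.0346. Directions changed for oxidative phosphorylation, Fancg and Hprt. The cause was not tested. Of the 27 results on single genes, the ends of the fold change range or Peptide chain elongation, 7 values were weaker under an alternative, 1 was stronger and 4 moved.

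At between 1235110 and 2471413 reads per library, genes near the filter rest on few reads, which limits what can be said of Fancg and Cdkn1a.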

Differences from the paper's values

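Values of the paper in this part were read by eye from its volcano plot. The highest log2 fold change beyond both thresholds was 3.68, against the paper's about 2.9 (Fig. 1A, read by eye), and the lowest was -3.77, against the paper's about -3.0 (Fig. 1A, read by eye). Of the alternatives set before the data were examined, a pseudocount of 5 brought the highest value to 2.98, close to the paper's, and the lowest to -2.31, past the paper's. None of them brought both close. With natural logs and a pseudocount of 0.5, which was chosen after seeing the values, these were 2.97 and -3.07.

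For Zmat3 the paper shows about 0.70 (Fig. 1A, read by eye), and the log2 fold change here was 0.99. With a pseudocount of 5 it was 0.77, with a pseudocount of 0.1 it was 1.05, without WT replicate 3 it was 1.07 and without KO replicate 5 it was 1.06. With natural logs and a pseudocount of 0.5, chosen after seeing the values, it was 0.71.

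The paper states enrichment of apoptotic, metabolic and MYC-associated pathways. Ranked by log2 fold change, the hand-written lists for these had permutation p = 0.162 for apoptosis, p = 0.152 for glycolysis, p = 0.412 for oxidative phosphorylation and p = 0.0835 for MYC targets. Ranked by moderated t, an alternative set before the data were examined, MYC targets (permutation p = 0.0217), apoptosis (permutation p = 0.0425) and glycolysis (permutation p = 0.0352) came under 0.05. Other alternatives set beforehand moved them the other way, MYC targets to an NES of 0.74 (permutation p = 0.824) with a mean signal of at least 50 and glycolysis to -0.72 (permutation p = 0.861) without a filter. For apoptosis and glycolysis this holds with 10000 permutations, a number chosen after seeing the values, and with 1000 permutations and the same seed p was 0.0519 and 0.0607. Ranked by the moderated t of the fit with the replicate block, chosen after seeing the values, p was 0.0349 for MYC targets and 0.0376 for apoptosis by permutation. Without each of KO replicate 2 and KO replicate 3, MYC targets had permutation p = 0.0411 and p = 0.0106. Oxidative phosphorylation came under 0.05, lower in the libraries labelled KO, without KO replicate 6 (permutation p = 0.0134) and without the libraries low in Y-linked transcripts (permutation p = 0.0260), the second chosen after seeing the values.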

Other observations

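All tests in this part were chosen after the result was seen, apart from those of the sphingolipid, ferroptosis and interferon lists, the clusters of Table S1 and the relation of Zmat3 and Asah1.

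The 12 libraries can be divided in 32 ways that part every same-numbered pair, as the genotype labels do. Of these 32 divisions, the labels included, 5 gave as many genes beyond both thresholds, 5 as many genes with an unadjusted p under 0.05, and 21 an adjusted p as small. An NES at least as far from 0 was found in 2 divisions for the p53 list, 10 for MYC targets, 5 for apoptosis, 23 for oxidative phosphorylation, 15 for glycolysis, 9 for the sphingolipid list, 21 for the ferroptosis list, 21 for the interferon list and 4 for Peptide chain elongation. As many Reactome sets passed in 11 divisions. None of these shares is under 0.05. Of the 430 other divisions, 68 were drawn, and they gave a median of 268 genes beyond both thresholds (166 to 796).

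Of the 15 genes with the highest signal, 14 have a transcript with a run of 31 or more of 1 base, against 96 of 8867 other tested genes (two-sided Fisher's exact test, p = 1.26e-26). The run is of A or T in 13 of them and of C in Gm19220, and Lars2, with a longest run of 11, is the exception. Reads of a single repeated base assigned to transcripts that hold such a run are a candidate explanation for these genes. Genes with such a run took between 22.3% and 56.2% of a library, without a difference between the labels (exact permutation test, p = 0.937), and 0 of the 233 genes beyond both thresholds have one (Fisher's exact test, p = 0.122). No biological explanation was tested.

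Fold changes on the axis of the paper's volcano plot were set beside values on other scales. For 8 points matched by rank, the largest gap between the plot and natural-log values with a pseudocount of 0.5 was 0.281, against 0.94 for log2(signal + 1), the scale used elsewhere here, and 1.43 for log2 values with a pseudocount of 0.5. The values with a pseudocount of 0.5 used the default filter of Sleuth, and log2(signal + 1) a mean signal of at least 10. Points of the same rank can thus be different genes, so the gap of 0.94 does not compare scales alone. Values of natural logs on the axis are a candidate explanation. The pseudocount was chosen with the points in view, so this remains a hypothesis.

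Fancg had no detectable difference between the labels, and its lowest signal in any of the 12 libraries was 4.46. If the targeted allele gave no transcript, a mislabelled sample would not account for this, since Fancg was above 0 in all 6 libraries labelled KO. If the allele still gives a transcript, values above 0 cannot tell whether a library is mislabelled. Too few reads do not account for a transcript in every library labelled KO, though they could hide a partial decrease. An allele that still gives a transcript is a candidate explanation that was not tested. A strain variant around Fancg could also place genes near it beyond the thresholds. Of 69 tested genes within 10 megabases of Fancg, 2 were beyond both thresholds (two-sided Fisher's exact test, p = 0.703), which does not point to one. This distance was taken after 5 had been tried, and the others gave 0 of 25 genes within 2 megabases (Fisher's exact test, p = 1), 1 of 53 within 5 (Fisher's exact test, p = 1), 3 of 107 within 20 (Fisher's exact test, p = 0.760) and 3 of 132 within 30 (Fisher's exact test, p = 1).

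Pathways that the paper reports for human fibroblasts were looked up in the LSK cells. The sphingolipid list had an NES of 1.12 (permutation p = 0.294), the ferroptosis list 0.87 (permutation p = 0.665) and the interferon list -1.13 (permutation p = 0.285). None of the 6 clusters of Table S1 had p under 0.05, and the smallest was that of cluster 6 (NES -1.23, permutation p = 0.119). Asah1 had a log2 fold change of -0.12 (exact permutation p = 0.500, adjusted p = 0.9996 from limma), higher in 3 of 6 pairs. Within the WT label, Zmat3 and Asah1 had a Pearson's r of 0.34 (exact permutation p = 0.499) and a Spearman's rho of 0.20 (exact permutation p = 0.714). Within the KO label r was -0.71 (exact permutation p = 0.108) and rho -0.60 (exact permutation p = 0.242), and the smallest of the 4 adjusted p-values was 0.433. Without the 2 libraries farthest from the median of Zmat3, r was -0.34 for the WT label and 0.17 for the KO label. The sign of each r thus rested on the libraries left out. Few libraries and a narrower range of Zmat3 remain, so this cannot decide whether either relation holds.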
